A study of Mus musculus with 8 samples. Its data were reported in "Detection of chimeric alpha-defensin transcripts and peptides in mouse Paneth cells" (2025).

How the data were processed

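Paneth cells sit at the bottom of intestinal crypts, and antimicrobial proteins fill their granules. C57BL/6J mice drank ultrapure water or the same water with 25 mM zinc sulphate for 7 days. A single cell suspension was then made from the small intestine of each mouse, Paneth cells were sorted by fluorescence, and total RNA was converted into libraries with a stranded mRNA kit. There were 4 mice and 4 libraries in each group, and the labels gave the group and the replicate number of every library.

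The authors deposited 1 table of whole-number read counts per Ensembl gene ID, with 1 column per library and no normalization. The table held 55414 gene IDs, no column of another sample and no row without a gene ID. The aligner, the counting program, the genome build and the annotation behind this table are not given in the sources used here, and neither is the treatment of reads that map to several genes. Gene symbols and coordinates were therefore matched by gene ID to GENCODE M39 on GRCm39. The match covered 54749 IDs and at least 99.99% of the counts in each library. Where 1 symbol had several IDs, the list member was the ID with the longest merged exons.

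Library totals ran from 20760764 to 24117111 counts. At this depth the Wilson 95% interval of a share near 34% was 0.019 to 0.021 percentage points wide on either side, and a count of 0 (taken as up to 3 counts) allowed up to 0.114 to 0.188 CPM (counts scaled to a common library total, here with TMM factors). The libraries had no molecular identifiers, so these intervals and limits cover counting error only. All pairs of libraries within a group differed by far more than sampling noise in a chi-square test of their counts, and each library was counted as 1 replicate.

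Zinc was compared with water by edgeR 4.0.16 in R 4.3.3, with the default low-count filter (minimum count 10), TMM scaling, robust quasi-likelihood fits and the quasi-likelihood F test. The model held the treatment only. The test covered 11988 genes, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Standard errors (SE) were taken as the absolute log2 fold change over the square root of F. CPM values are on the TMM scale unless they are called shares. Shares of counts were compared by exact two-sided permutation tests of the difference in means, for which 4 against 4 libraries give 70 assignments and a smallest p of 0.0286. Gene lists were tested with camera in limma 3.58.1 on log2 CPM (prior count 2, inter-gene correlation 0.01), adjusted over 4 sets. The sets were 28 coding Defa genes, 17 other Paneth cell products, 30 genes of the unfolded protein response and 34 interferon response genes. A list of 29 zinc handling genes (metallothioneins, Mtf1, Slc30a exporters and Slc39a importers) and marker lists of other cell types were written at the same time. A list of NF-κB response genes and lists of regional genes of the intestine were added later. The whole procedure was tested on simulated counts for this comparison, with 200 changed genes among the 11988. Each gene was drawn on its own, without correlation between genes or structure by replicate number. The rates that follow may therefore not hold for the real libraries. edgeR made 174 calls over the 11878 simulated genes that passed its filter, of which 13 were false, and recovered 71.7% of the 2-fold and 92.8% of the 4-fold changes, with 0 calls of the wrong sign.

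The comparisons, their alternatives and the rule for the genes named in the text were set before the data were examined. The rule named Mt1, Mt2 and Slc30a1 whatever their result. Among genes past the threshold with a mean of at least 1 CPM over the 8 libraries and with all 4 zinc libraries on the same side of all 4 water libraries, it named the 5 with the largest log2 fold change in each direction, or, if fewer than 3 genes passed, the 3 with the smallest p. It also named the 5 coding Defa genes with the highest mean CPM, coding Defa genes at 0 in every library, any coding Defa or zinc handling gene past the threshold (if more than 6, the 6 with the smallest p), Lyz1 and Itln1, and of every other list the member with the smallest p if its adjusted p was below 0.05. Genes named outside this rule are said to be so.

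The alternatives were RLE size factors, DESeq2 1.42.0 (Wald test, unshrunken fold changes), limma-voom with and without sample weights, no low-count filter, a mean count of at least 50, the replicate number as a block, 1 surrogate variable from svaseq in sva 3.50.0, all Defa genes left out, and each of the 8 libraries left out in turn. The set tests were repeated with fry and with an estimated inter-gene correlation. The share of Defa counts was also taken over every Defa symbol, without mitochondrially encoded genes, as a log2 ratio and, chosen after the data had been seen, from counts divided by the merged exon length. The NF-κB list was also tested with library totals as the only scaling, likewise chosen after the data had been seen. All models were refitted for the 35 splits of the 8 libraries into 4 and 4. Python 3.11.15 was used for shares, permutation tests and figures. Chimeric transcripts, which the study centred on, cannot be seen in gene counts and were not analysed here.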

Results

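Gene expression was measured in sorted Paneth cells of 8 C57BL/6J mice, of which 4 drank ultrapure water and 4 drank water with 25 mM zinc sulphate for 7 days. Each library came from 1 mouse. The 4 water libraries held 20949548, 22894918, 22194596 and 21600340 counts for replicates 1 to 4, and the 4 zinc libraries held 21750640, 20760764, 24117111 and 21061178 counts. Between 11637 and 12411 genes per library had 10 counts or more. Total depth did not differ between the groups by more than the spread between mice (exact two-sided permutation p = 1.0).

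A few secretory products took most of the counts in both groups. Defa24, an α-defensin gene, was the most abundant gene with a mean share of 17.0% of counts over the 8 libraries. It was followed by the lysozyme gene Lyz1 (15.5%) and the intelectin gene Itln1 (7.39%). The 20 most abundant genes held 7 coding Defa genes. The share of Lyz1 (ENSMUSG00000069515, GRCm39 chromosome 10, 117123698 to 117128775, minus strand, 4 merged exons) was 15.4% ± 0.709 with water and 15.7% ± 1.47 with zinc (SD, n = 4 each, exact two-sided permutation p = 0.743). The share of Itln1 (ENSMUSG00000038209, chromosome 1, 171345690 to 171368943, minus strand, 10 merged exons) was 7.25% ± 0.625 with water and 7.52% ± 0.868 with zinc (SD, n = 4 each, exact two-sided permutation p = 0.686). Neither difference was larger than the spread between mice. Transcripts encoded by the mitochondrial genome took 1.46% ± 0.0951 of counts with water and 1.35% ± 0.427 with zinc (SD, n = 4 each, exact two-sided permutation p = 0.629).

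The first comparison asked whether the zinc in the drinking water had reached the sorted cells, using metallothionein genes and zinc transporters. Metallothioneins are small proteins that bind zinc, and their genes are switched on by it. Mt2 (ENSMUSG00000031762, chromosome 8, 94898819 to 94900207, plus strand, 4 merged exons) rose from 3.95 ± 2.31 CPM with water to 283.04 ± 116 CPM with zinc (SD, n = 4 each). Its log2 fold change was 6.15 (SE 0.51, edgeR adjusted p = 0.0198). Mt1 (ENSMUSG00000031765, chromosome 8, 94905710 to 94906955, plus strand, 1 exon) rose from 20.9 ± 7.48 to 264 ± 109 CPM (SD, n = 4 each), with a log2 fold change of 3.65 (SE 0.38, edgeR adjusted p = 0.0259). In zinc replicate 2 both genes stood above the other 3 zinc libraries, at 455 CPM for Mt2 and 425 CPM for Mt1. Slc30a1 (ENSMUSG00000037434, chromosome 1, 191638808 to 191645361, plus strand, 2 merged exons), which encodes a zinc exporter of the cell membrane, rose from 2.51 ± 1.10 to 10.3 ± 2.31 CPM (SD, n = 4 each). Its log2 fold change was 2.01 (SE 0.29, edgeR adjusted p = 0.0198). In each of these genes all 4 zinc libraries lay above all 4 water libraries.

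Of 29 listed zinc handling genes, 23 were expressed enough to be tested. Of these, 3 passed the threshold over all genes tested, and 5 passed when adjusted over the list alone. The 2 added by the list alone were Slc39a4 and Slc39a10, which encode zinc importers and were named after their values had been seen. Slc39a4 (ENSMUSG00000063354, chromosome 15, 76496580 to 76504172, minus strand) fell from 44.7 ± 9.06 to 26.1 ± 7.62 CPM (SD, n = 4 each), with a log2 fold change of -0.78 (SE 0.20, edgeR p adjusted over the list alone = 0.00941). Slc39a10 (ENSMUSG00000025986, chromosome 1, 46845872 to 46964964, minus strand) fell from 36.9 ± 7.50 to 24.5 ± 3.66 CPM (SD, n = 4 each), with a log2 fold change of -0.59 (SE 0.15, edgeR p adjusted over the list alone = 0.00595). The other 18 tested members had log2 fold changes from -0.28 to 0.47, and the smallest edgeR p adjusted over the list alone among them was 0.371. Over all genes, the count of 3 was moved most by leaving out water replicate 2, which left 0 past the threshold, and fell to 1 without water replicate 1 and to 1 without water replicate 4. Without a low-count filter it was 5. The count adjusted over the list alone was 5 whichever library was left out.

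Across all genes, the effect of zinc was small in number in the model that held the treatment only. Of 11988 tested genes, 10 passed the threshold in the edgeR quasi-likelihood test, 3 higher and 7 lower with zinc, and 558 had an unadjusted p below 0.05. Leaving out the low-count filter moved these counts most, to 11 higher and 55 lower among 20836 genes. DESeq2 gave 8 higher and 28 lower. With the replicate number as a block, edgeR gave 6 higher and 26 lower. Mt1 and Mt2 were then outside the threshold (edgeR adjusted p = 0.379 and 0.241). The counts also rested on single libraries: without water replicate 2 there were 0 higher and 1 lower, without zinc replicate 2 there were 2 higher and 1 lower, and without water replicate 3 there were 2 higher and 2 lower. Without water replicate 1 there were 1 higher and 9 lower, without zinc replicate 1 there were 5 higher and 10 lower, and without zinc replicate 4 there were 2 higher and 12 lower. The groups did not overlap in 340 tested genes, or 2.84% of them, while chance alone gives 2.86% for 4 against 4.

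**Figure D1:**
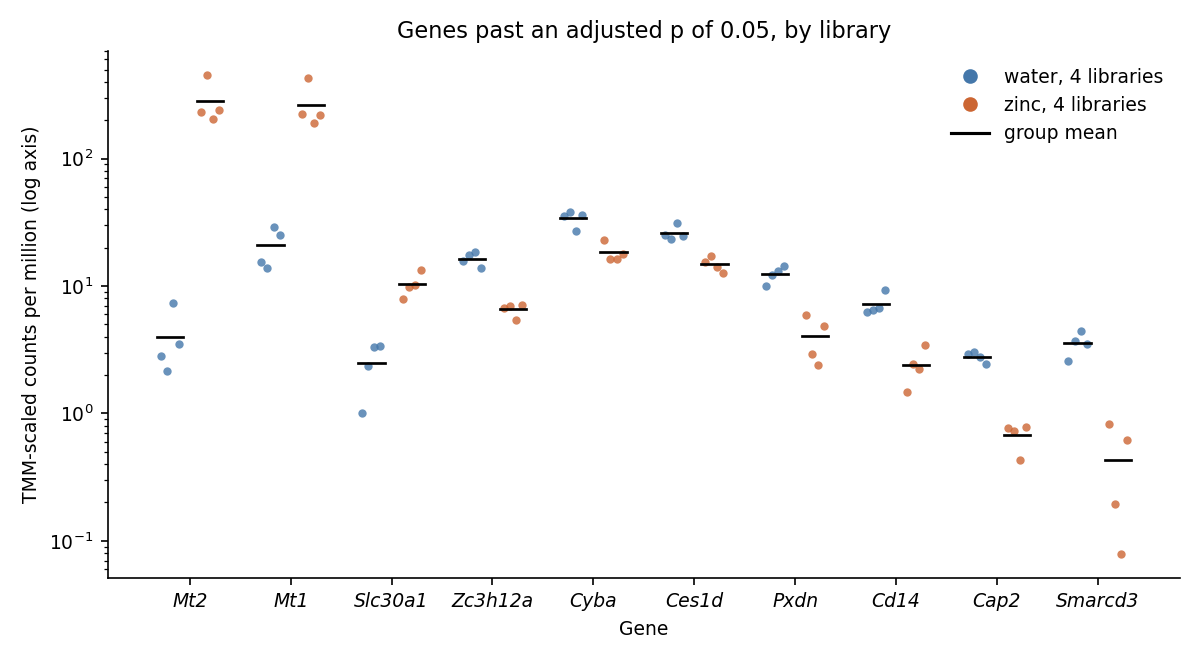
TMM-scaled CPM (log axis) of the 10 genes with an adjusted p below 0.05, with 1 point per library (4 water, 4 zinc) and a bar at each group mean. The zinc libraries lie above all water libraries for Mt2, Mt1 and Slc30a1 and below all of them for the other 7 genes.

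The 3 higher genes were Mt2, Mt1 and Slc30a1. The 5 lower genes with the largest change were Smarcd3, Cap2, Pxdn, Cd14 and Zc3h12a. The smallest p belonged to Zc3h12a (ENSMUSG00000042677, chromosome 4, 125012216 to 125021711, minus strand, 5 merged exons), which encodes the RNase Regnase-1. It fell from 16.4 ± 2.11 to 6.58 ± 0.764 CPM (SD, n = 4 each), with a log2 fold change of -1.32 (SE 0.16, edgeR adjusted p = 0.00216). It was past the threshold in all 8 fits that left out a library, with edgeR adjusted p from 0.00198 to 0.0229. Pxdn (ENSMUSG00000020674, chromosome 12, 29987607 to 30067658, plus strand), which encodes a peroxidase of the extracellular matrix, fell from 12.4 ± 1.87 to 4.05 ± 1.65 CPM (SD, n = 4 each), with a log2 fold change of -1.63 (SE 0.25, edgeR adjusted p = 0.0198). Cd14 (ENSMUSG00000051439, chromosome 18, 36858120 to 36859851, minus strand, 1 exon), which encodes a co-receptor for bacterial lipopolysaccharide, fell from 7.17 ± 1.42 to 2.40 ± 0.813 CPM (SD, n = 4 each). Its log2 fold change was -1.56 (SE 0.26, edgeR adjusted p = 0.0199). Cap2 (ENSMUSG00000021373, chromosome 13, 46655324 to 46803773, plus strand) fell from 2.80 ± 0.251 to 0.677 ± 0.163 CPM (SD, n = 4 each), with a log2 fold change of -2.05 (SE 0.35, edgeR adjusted p = 0.0259). Smarcd3 (ENSMUSG00000028949, chromosome 5, 24795816 to 24829409, minus strand) fell from 3.54 ± 0.773 to 0.431 ± 0.354 CPM (SD, n = 4 each), with a log2 fold change of -3.07 (SE 0.49, edgeR adjusted p = 0.0199).

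The 2 remaining lower genes, Cyba and Ces1d, were outside the naming rule and are named after their values were seen. Cyba (ENSMUSG00000006519, chromosome 8, 123150422 to 123159706, minus strand), which encodes a subunit of NADPH oxidase, had a log2 fold change of -0.91 (SE 0.14, edgeR adjusted p = 0.0198). Ces1d (ENSMUSG00000056973, chromosome 8, 93892693 to 93924466, minus strand), which encodes a carboxylesterase, had a log2 fold change of -0.81 (SE 0.14, edgeR adjusted p = 0.0259). Of the 8 fits without 1 library, Slc30a1 and Cyba passed the threshold in 6, Mt2, Pxdn and Smarcd3 in 5, Cap2 and Cd14 in 3, and Mt1 and Ces1d in 2. All 10 genes kept their direction in those fits. Mt1 was the gene with the widest change of its edgeR adjusted p, from 0.000333 to 0.159, while its log2 fold change stayed between 3.32 and 3.85.

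**Figure D2:**
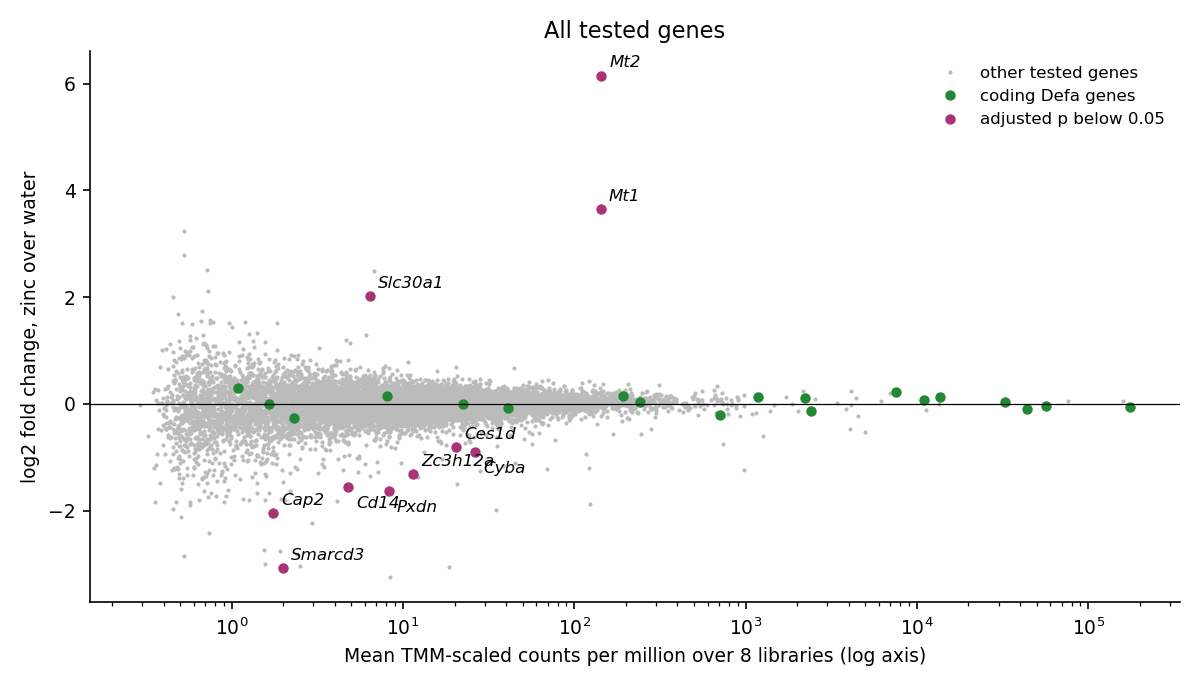
Log2 fold change of zinc over water against the mean TMM-scaled CPM over 8 libraries (log axis) for the 11988 tested genes, with 1 point per gene. The 19 tested coding Defa genes (green) lie between -0.27 and 0.31, and the 10 genes with an adjusted p below 0.05 (purple) are labelled.

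The second comparison asked whether zinc changed the α-defensin output of the cells. The 28 coding Defa genes took 39.8, 33.9, 33.2 and 29.2% of counts in water replicates 1 to 4 and 38.5, 34.0, 33.1 and 27.9% in zinc replicates 1 to 4. The Wilson 95% interval of water replicate 1 ran from 39.83 to 39.87%, and that of zinc replicate 4 from 27.84 to 27.88%, so the spread between mice was far above counting error. The mean share was 34.0% ± 4.39 with water and 33.4% ± 4.37 with zinc (SD, n = 4 each). The difference of -0.67 percentage points was well within this spread (exact two-sided permutation p = 0.743). Its direction rested on single libraries: it was 1.27 points without water replicate 1 and 1.17 points without zinc replicate 4, and -2.38 points without zinc replicate 1.

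Of the 28 coding Defa genes, 19 were expressed enough to be tested. None passed the threshold in the edgeR test over all genes or adjusted over the list alone, and 0 had an unadjusted p below 0.05. DESeq2 and limma-voom also called 0. Log2 fold changes of the 19 genes ran from -0.27 to 0.31, with 11 above and 8 below 0, and the smallest unadjusted edgeR p was 0.469. Defa24 (ENSMUSG00000064213, chromosome 8, 22224506 to 22225490, plus strand, 2 exons) stood at 179475 ± 61804 CPM with water and 172807 ± 55885 CPM with zinc (SD, n = 4 each), a log2 fold change of -0.05 (SE 0.38, edgeR adjusted p = 0.998). The next in abundance were Defa30 (ENSMUSG00000074444, 21609255 to 21625621, plus strand), Defa39 (ENSMUSG00000058618, 22192531 to 22200234, minus strand), Defa38 (ENSMUSG00000061958, 21584982 to 21586111, minus strand) and Defa21 (ENSMUSG00000074447, 21515557 to 21516533, plus strand), all on chromosome 8. Their log2 fold changes were -0.03 (SE 0.34), -0.09 (SE 0.36), 0.03 (SE 0.32) and 0.14 (SE 0.43). Each of these 5 genes changed sign when single libraries were left out. The SE of the 19 genes ran from 0.25 to 0.50, and changes well above that error could still have missed the threshold. Tmco4, named outside the rule, had a log2 fold change of 0.70 (SE 0.13) and was not called (edgeR adjusted p = 0.0723). Changes of the Defa genes larger than their SE are therefore not excluded. Lyz1 and Itln1 had log2 fold changes of 0.05 (SE 0.36) and 0.06 (SE 0.33).

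Not every coding Defa gene received counts. Defa33 (ENSMUSG00000094362, 21881827 to 21882807, plus strand) and Defa36 (ENSMUSG00000094662, 21917425 to 21918412, plus strand) had 0 counts in all 8 libraries, which allows up to 0.114 to 0.188 CPM. In all, 9 coding Defa genes had a mean under 10 counts. The coding Defa genes are near-identical in part: a median of 2.32% of 75-base windows in the transcripts of these 9 genes occurred in no other gene at the locus, against 62.9% for the other 19. How reads shared between copies were counted is not given in the sources used here, so the level of any single Defa gene is uncertain. If such reads were left uncounted, the share of counts and the comparison of zinc with water leave out part of the α-defensin RNA. Both rest almost wholly on the other 19 genes.

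**Figure D3:**
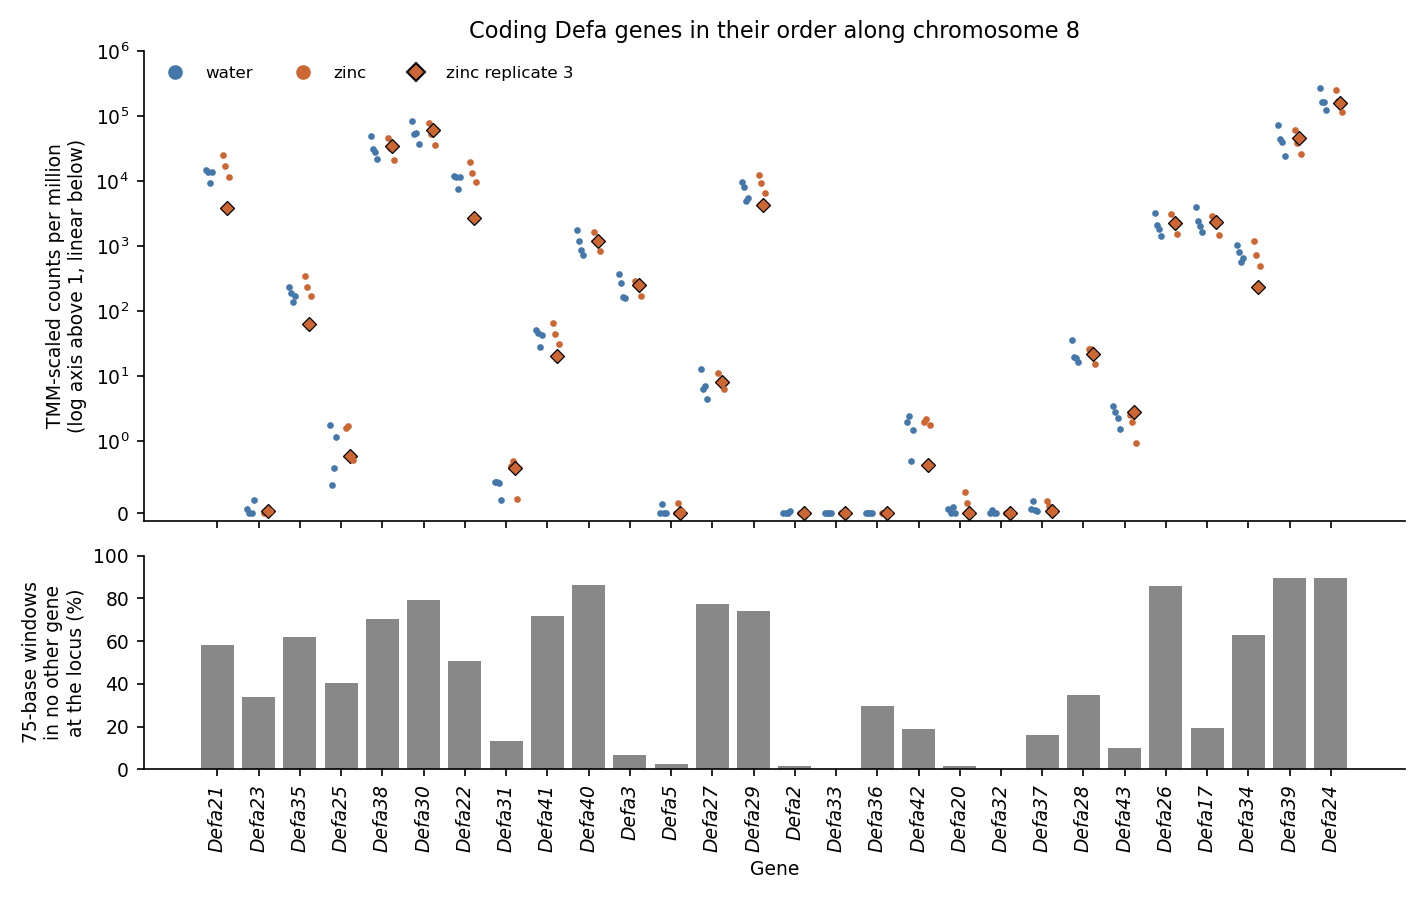
Upper panel, TMM-scaled CPM (log axis above 1, linear below) of the 28 coding Defa genes in their order along chromosome 8, with 1 point per library and zinc replicate 3 as a diamond. Lower panel, percentage of 75-base windows of each gene's transcripts found in no other gene at the locus: genes near 0 counts have a median of 2.32%, the others 62.9%.

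The third comparison asked whether lists of genes moved together. The 19 tested Defa genes did not (median log2 fold change -0.02, mean -0.02, camera adjusted p = 0.918, 10 of 19 lower on the log2 CPM scale). Of 15 tested other Paneth cell products, 10 were lower (median -0.12, mean -0.32, camera adjusted p = 0.0395). Reg3b (log2 fold change -1.87, SE 0.75) and Reg3g (log2 fold change -1.23, SE 0.34), named after their values were seen, were the members with large changes, and neither passed the threshold in edgeR. Of 30 tested genes of the unfolded protein response, 24 were higher (median 0.10, mean 0.15, camera adjusted p = 0.0136). Of 20 tested interferon response genes, 14 were lower (median -0.27, mean -0.31, camera adjusted p = 0.00179). None of these calls held under fry, with adjusted p of 0.615 for each of the 3, or under camera with an estimated inter-gene correlation, with adjusted p of 0.563 for each. The 3 calls were also lost without zinc replicate 2 (camera adjusted p = 0.107, 0.126 and 0.107). The Paneth product list changed the sign of its median without water replicate 1 (0.09, camera adjusted p = 0.850) and without zinc replicate 4 (0.09, camera adjusted p = 0.624), where its mean stayed negative and its call was lost. The call was also lost without water replicate 2 (adjusted p = 0.0669), and that of the unfolded protein response without water replicate 3 (0.326) and without water replicate 4 (0.432).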

Values the study reported

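In 1 typical experiment of the study, Paneth cells of 3 C57BL/6J mice were sequenced and the resulting data were pooled. Defa genes made up 85.19% of all transcripts there on the TPM scale. Among the 20 most abundant transcripts of that experiment, 18 were Defa genes. No reads were found there for Defa31 and Defa37, and no other Defa gene was named as lacking them.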

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

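Dixon's test at the 95% level was applied within each group of 4 libraries to the library totals and shares, and to the named genes. It singled out 1 library in 5 of 64 groups, and chance alone singles out about 1 in 20. All 5 rest on TMM scaling: with library totals as the only scaling, 0 of them stayed past the test. All tests of explanations in this part were chosen after the results had been seen.

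Mt1 and Mt2 were high in zinc replicate 2. Mt2 stood at 455 CPM there, against 205 to 240 CPM in the other 3 zinc libraries, and Mt1 at 425 CPM, against 189 to 223 CPM. Mt2 had 9431 counts and Mt1 8807 counts in that library, so counting error is small. Scaling of that library as the source of the excess is argued against by its median tested gene, which on library totals deviated from the other 3 zinc libraries by -0.0023 on the log2 scale, while Mt2 and Mt1 deviated by 1.01 and 1.02. The choice of scaling stays open for how far the library stood apart: on library totals its gap was at least 0.585 of the group's range, which is not past the test, and these totals also add spread to the other 3 libraries. Enterocytes carried through the sort are argued against by the enterocyte list, which took 0.0674% of counts there, inside the range of the other zinc libraries (0.0474 to 0.0712%). Slc30a1 was not raised with them, at 9.80 CPM against 7.84 to 13.4 CPM. A higher zinc intake or uptake by that mouse stays open and was not tested.

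Cap2 was low in zinc replicate 3, at 0.435 CPM against 0.724 to 0.776 CPM in the other zinc libraries. Scaling of that library is argued against by its median tested gene. On library totals that median was higher than in the other 3 by 0.085 on the log2 scale, while Cap2 was lower. The Cap2 deviation was -0.27 in log2 of CPM + 1, and the added 1 shrinks differences at so low a level. The choice of scaling cannot be told apart from a difference between mice, because on library totals the gap was 0.287 of the group's range, not past the test. The gap rests on 11 counts against 13 to 20, and the exact Poisson 95% interval of 11 counts (5.49 to 19.7) covers nearly all of the range of the others. Counting error stays open as the source of this gap.

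Cd14 was high in water replicate 4, at 9.28 CPM against 6.25 to 6.68 CPM in the other water libraries. The library had 243 Cd14 counts (exact Poisson 95% interval 213 to 276). Scaling cannot be told apart from a difference between mice, because on library totals the median tested gene of that library was also higher. It was higher by 0.32 on the log2 scale, against 0.79 in log2 of CPM + 1 for Cd14. The added 1 shrinks the Cd14 value. The choice of scaling stays open too, with a gap of 0.638 of the group's range on library totals, not past the test. Without this library Cd14 was still lower with zinc (log2 fold change -1.42) but outside the threshold, as it also was without 4 other single libraries. No other explanation was tested, and a difference between mice stays open.

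Defa22, named after its values were seen, was low in water replicate 3. It stood at 7629 CPM there, against 11483 to 12079 CPM in the other water libraries. Scaling of that library is argued against by its median tested gene, which on library totals was higher than in the other 3 by 0.11 on the log2 scale, while Defa22 was lower (-0.50). The choice of scaling cannot be told apart from a difference between mice, because on library totals the gap was 0.185 of the group's range, not past the test. A more proximal stretch of intestine in that mouse is a candidate explanation, since 0 libraries had a higher difference between the proximal and the distal gene list. It cannot be told apart from a difference between mice, because the lists hold few genes and water replicate 1, with a list difference of 2.80 against 3.17, had an unremarkable 12079 CPM of Defa22. Reads shared with Defa21 also stay open, and Defa21 was lowest of the water libraries in the same library (9346 CPM).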

How the results depend on the processing

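The division of counts by exon length and all settings of the NF-κB list were chosen after the data had been seen. The other settings were planned. The number of genes past the threshold depended on the processing. RLE size factors and leaving out the Defa genes gave 3 higher and 7 lower, with all 10 genes shared with the main result. limma-voom gave 4 and 7, again with all 10 shared. A mean count of at least 50 gave 3 and 5. DESeq2 gave 8 higher and 28 lower, and no low-count filter gave 11 higher and 55 lower, each with all 10 genes shared. limma-voom with sample weights gave 5 higher and 10 lower, and 1 surrogate variable gave 4 higher and 14 lower. Without the filter, 20836 genes were tested, and in DESeq2 15973. Why any of these settings moved the counts was not tested. Leaving out each library in turn gave 0 to 5 higher and 1 to 12 lower. Fits without a library have 7 libraries, which lowers the power of the test, but the cause was not tested further. Zc3h12a passed the threshold under every alternative run, with log2 fold changes from -1.40 to -1.24.

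The number of zinc handling genes past the threshold was 5 without the low-count filter and 0 to 3 without single libraries. Mt1 lost its call with 1 surrogate variable (log2 fold change 3.64, adjusted p 0.0840), and its adjusted p ran from 1.3e-16 to 0.379 over all alternatives. It also lost its call without water replicates 1, 2, 3 or 4 and without zinc replicates 1 or 4, and Mt2 without water replicates 1, 2 or 4. The log2 fold change of Mt1 stayed between 3.32 and 3.85, and why the calls were lost was not tested. The number of Defa genes past the threshold was 0 under every alternative in which they were tested.

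The labels give both groups the replicate numbers 1 to 4. Same-numbered libraries deviated from their group means with correlations of 0.23, 5.5e-05, 0.13 and 0.26. Replicate 2 showed no correlation and the labels give no shared animal or day, so the numbers were not taken to pair the mice. Pairing is not excluded, because TMM factors of same-numbered water and zinc libraries were close. They were 0.764 and 0.775, 1.017 and 0.998, 1.066 and 1.050, and 1.213 and 1.225. The first principal component of log2 CPM (25.9% of the variance) also rose with the replicate number in both groups. It was -42.6, -3.97, 9.92 and 26.7 in water replicates 1 to 4, and -19.7, 3.15, 5.86 and 20.7 in zinc replicates 1 to 4. Replicate 2 lay near the middle of this order, where a correlation of deviations from the group mean says little about pairing. With the replicate number as a block, edgeR gave 6 higher and 26 lower, and 8 of the 10 genes were shared. Mt1 and Mt2 were then outside the threshold (adjusted p = 0.379 and 0.241), with log2 fold changes of 3.62 and 6.14. Slc39a4 and Slc39a10 passed the threshold over all genes, so that 3 zinc handling genes were past it, 1 of them (Slc30a1) shared with the fit without the block. The block changed the sign of Defa21 (-0.13), Defa22 (-0.19) and Defa35 (-0.067) and no call of a gene list. The Defa share differed by -0.67 points under the block, with an exact sign-flip p of 0.375 (the smallest that 4 pairs can give is 0.125).

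The 3 called gene lists kept their direction in the test and lost their call under fry and under an estimated inter-gene correlation. Their medians are the same under both, at -0.12 for other Paneth products, 0.10 for the unfolded protein response and -0.27 for the interferon response. Both tests take the correlation within the list from the data, while the main test presets it at 0.01. The camera run with an estimated correlation changed no other setting, so the 3 calls of the main test rest on the preset 0.01. Fry is another test, and why the calls were lost under it was not tested. Over all alternatives the adjusted p ran from 0.00287 to 0.850, from 0.00016 to 0.615 and from 7.5e-07 to 0.615 for these lists. Without single libraries their medians ran from -0.20 to 0.095, from 0.029 to 0.19 and from -0.43 to -0.15. Other Paneth products lost their call in 4 of these 8 fits, the unfolded protein response in 3 and the interferon response in 1, and the cause was not tested. The median of the Defa list ran from -0.20 without zinc replicate 1 (adjusted p = 0.0313) to 0.20 without water replicate 1 (adjusted p = 0.0259), so that leaving out 1 library was enough for a call in either direction.

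The difference in Defa share ran from -2.38 to 1.27 points without single libraries. Taken over every Defa symbol, without mitochondrially encoded genes or as a log2 ratio, it kept its sign and exact permutation p of 0.743. From counts divided by exon length it was -0.72 points (exact permutation p = 0.657).

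Of 398 values of single named genes under an alternative, 322 kept their direction and side of the threshold, 38 lost a call, 6 gained one and 32 changed sign. The sign changes were all in genes far from the threshold. With 1 surrogate variable, Defa24, Defa30 and Defa39 changed to 0.050, 0.080 and 0.085. limma-voom gave -0.10, -0.17 and -0.075 for Defa21, Defa22 and Defa35, and with sample weights -0.18, -0.25 and -0.14. Without single libraries, log2 fold changes ran from -0.28 to 0.20 for Defa24, -0.22 to 0.22 for Defa30, -0.31 to 0.25 for Defa39, -0.16 to 0.32 for Defa38, -0.28 to 0.45 for Defa21, -0.32 to 0.40 for Defa22, -0.65 to 0.059 for Defa34 and -0.25 to 0.44 for Defa35. They ran from -0.16 to 0.21 for Lyz1 and from -0.16 to 0.28 for Itln1. Depth limits the low genes: in the zinc libraries, Smarcd3 rests on 2 to 16 counts and Cap2 on 11 to 20.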

Other observations

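The tests of the NF-κB list, of dilution, of the order of the Defa shares, and of mislabelling, deletion, a proximal stretch and shared reads in zinc replicate 3 were chosen after the results had been seen. The splits of the libraries, the tests of Defa genes near 0 and the test of a distal stretch were written earlier than these. The tests of Defa genes near 0 and of a distal stretch still address patterns found in these data. The distal test uses regional lists that were added later than the first lists.

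All results that compare the groups were also computed for the 35 splits of the 8 libraries into 4 and 4. As in the main fit, the replicate number was left out. The real split gave 10 calls, and no other split gave more than 3. The real split was also the only one, 1 of 35, with 3 or more calls in 1 direction, with 7 or more in 1 direction, or with 3 zinc handling genes. A chance order of the libraries is thus argued against for the calls as a whole, as strongly as 35 splits allow. All 35 splits met the count of 0 Defa genes past the threshold, which says nothing about zinc. A camera p as small as the real one was given by 33 of the 35 splits for the Defa list, 18 for other Paneth products, 16 for the unfolded protein response and 8 for the interferon response. Chance is not excluded for any of these lists.

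Several genes lower with zinc, such as Zc3h12a and Cd14, belong to the response to bacterial products and NF-κB. After these genes had been seen, a list of 30 other NF-κB response genes was written. Of the 22 that were tested, all were lower with zinc (median log2 fold change -0.61). Because 6 members had already appeared in earlier output (Nfkbia, Icam1, Duox2, Pigr, Nos2 and Ccl20, median -1.42), they were then set aside. Of the remaining 24 genes, 16 were tested, and all 16 were lower (median -0.43). No single gene among the 16 passed the threshold in edgeR with all 8 libraries, and Nfkbiz did without zinc replicate 1 and in limma-voom with sample weights. The median ran from -0.66 to -0.36 when libraries were left out, and all tested members were lower in 5 of these 8 fits. In the other 3, 15 of 16 were lower without water replicate 2, and 16 of 17 without water replicate 1 and without zinc replicate 2. In the exact permutation over the splits, the real one gave the smallest camera p (1.3e-11), 1 of 35. The next split reached 4.2e-09, but it exchanged only water replicate 1 and zinc replicate 4 and keeps part of the real difference. The camera p by itself overstates the evidence, since fry and camera with an estimated correlation gave far larger p-values, as listed below. Scaling as the source of the fall is argued against by library totals as the only scaling, where all tested genes had a median of 0.0076 and the list -0.44, as with RLE size factors (-0.44). The exact permutation and fry p-values, which left out the replicate number, depended on the scaling. With TMM, the mean log2 CPM of the list gave an exact two-sided permutation p of 0.0286, the smallest that 4 against 4 libraries can give, beside p of 0.0051 by fry and 0.0058 by camera with an estimated correlation. On library totals the exact permutation p was 0.114, beside p of 0.118 by fry and 4.9e-12 by camera. On these totals each zinc library was still below the same-numbered water library in mean log2 CPM of the list. The values were 2.54 against 2.86, 2.87 against 3.30, 2.85 against 3.48 and 3.30 against 3.78. An exact paired test was not run for this list, and 4 pairs cannot give a p below 0.125. Fewer immune cells in the zinc sorts are argued against as the source of the summed fall by lymphocyte, plasma cell and myeloid genes. Leaving out Lyz2, 31 of these genes were summed at 4.00 CPM or less in every library, while the 16 NF-κB genes fell by 47.1 CPM. The 31 genes also fell, from a mean of 2.58 CPM with water to 1.64 CPM with zinc. This was a larger fall for their level than that of the NF-κB genes, from 227 to 180 CPM. NF-κB genes at a few CPM weigh little in that sum, so immune cells stay open for them. Lyz2 stood at a mean of 21.5 CPM and fell by 2.89 CPM, and it says little about immune cells in libraries so rich in Lyz1. GC content and gene length were not tested. A lower NF-κB response in Paneth cells of zinc-treated mice stays a hypothesis that may explain the list, found and tested on the same libraries.

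The 9 coding Defa genes with a mean under 10 counts were Defa2, Defa5, Defa20, Defa23, Defa31, Defa32, Defa33, Defa36 and Defa37. If reads shared between near-identical copies were left uncounted, these genes would have few windows of their own. The mean share of 75-base windows found in no other gene at the locus was 10.9% for the 9 genes and 57.3% for the other 19 (exact two-sided permutation p = 0.00011, across genes, which are not independent replicates), and the medians were 2.32% and 62.9%. The pattern is consistent with uncounted shared reads, with exceptions both ways. Defa3 and Defa17, with 6.64 and 19.4% of their windows unique, had means of 5146 and 51028 counts. Defa23 and Defa36, with 33.8 and 29.5% unique, had means of 1.13 and 0 counts. Uncounted shared reads alone would not account for these 2 genes if their unique windows are transcribed, which was not tested. Same-strand overlap of gene models is argued against as the cause, since 1 of the 9 genes and 2 of the other 19 overlapped another gene (Fisher's exact two-sided p = 1.0). Low transcription stays open and was not tested, because the counting rule is not given in the sources used here. It has less ground for the genes other than Defa31 and Defa37, which the study above did not name as lacking reads. The study's supplement lists each of these other genes at a higher TPM than Defa28, which had more counts than any of them here. This argues against low transcription of these genes in that experiment, although the study calls the assignment of reads to such similar genes challenging.

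In zinc replicate 3, Defa21, Defa22, Defa34 and Defa35 stood below the other 7 libraries, at 3772, 2718, 234 and 62.2 CPM. The medians of the other 7 were 3.67, 4.25, 3.10 and 3.00 times higher. Defa29, Defa41 and Defa42 were also below the other 7, by 1.92, 2.24 and 2.92 times in the median, while Defa24 and Defa30 were not. A mislabelled water library is argued against by Mt2, at 205 CPM in this library and at most 7.32 CPM with water. A deletion of 1 stretch of the locus is argued against by 10 coding Defa genes between the outermost of the 4 that were not below the other libraries. A more distal stretch of intestine is argued against by the proximal minus distal list difference of 2.86 (mean log2 of CPM + 1), inside the range of the other 7 (1.35 to 3.17) and above their median of 2.18. A more proximal stretch cannot be told apart from other differences between mice: 1 library, water replicate 3, had a higher list difference and low Defa22, but the lists hold 3 and 5 genes, and water replicate 1 had a list difference of 2.80 with no low Defa22. Of the windows of Defa21, Defa22, Defa34 and Defa35, 41.9, 49.3, 11.2 and 21.9% occurred in another of the 4. Were reads spread evenly over windows, the loss of these would lower each gene by less than was seen. Shared reads cannot be told apart from a fall of each gene, because a gene at a low level can draw most of its counts from an abundant copy and the counting rule is not given. Variation between the mice at this locus was not tested.

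Same-numbered water and zinc libraries had close Defa shares, with differences of 0.0471 to 1.35 points, although the shares spanned 12.0 points over the 8 libraries. Of the 24 ways to match the water with the zinc libraries, 1 gave as small a summed difference (2.82 points), so a chance order is argued against, as far as a pattern noticed in these shares allows. Dilution by other cells, mature or stem and dividing, cannot be told apart from a lower output of α-defensins. The 8 marker lists of mature types together (1.39 to 2.13% of counts, a range of 0.740 points) and the stem list (a range of 0.419 points) were both highest in the library with the lowest Defa share in each group. The lists hold an unknown part of the RNA of such cells, most of the mature lists was goblet genes that Paneth cells also express, and Olfm4 made up 76.8% of the stem list. A shared day or batch of sorting may lie behind the numbers, but the labels give none.

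The marker lists showed little of other cell types. None of the lymphocyte (12 genes), plasma cell and B cell (10) or erythrocyte (5) markers was expressed enough to be tested, and 2 of 10 myeloid markers were. Xist was tested and the 4 listed Y-linked genes were not. Of the lists that were tested, the 15 proliferation genes (median log2 fold change 0.24) and the 12 stem genes (median -0.07) differed between the groups by camera (adjusted p = 0.0004 and 0.0102), and neither did by fry (adjusted p = 0.473 for both). The enterocyte, goblet, enteroendocrine and tuft lists did not differ by camera (adjusted p = 0.0968, 0.918, 0.842 and 0.452). The median of the enteroendocrine list was 0.14 and its mean -0.11. All 12 goblet and all 12 stem markers were expressed in these Paneth cell libraries, so they do not measure other cells alone.

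The 20 most abundant genes here held 7 Defa genes. That is lower than the number quoted from the study above. The set of samples and the measure are unlike, since genes were ranked here by mean counts over the water and zinc libraries. The quoted ranking is of transcripts by TPM in pooled data of fewer mice. The study did not say whether those mice are among the ones here. The Defa share of counts here was 27.9 to 39.8%. That is lower than the value quoted from the study above, which is a share of TPM, while counts are not divided by transcript length, and which also comes from another set of samples and another way of assigning reads. Divided by merged exon length, the counts gave shares of 64.6 to 71.9%, an alternative chosen after the data had been seen.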
